A study of Mus musculus with 22 samples. Its data were reported in "Zinc inhibits lethal inflammatory shock by preventing microbe‐induced interferon signature in intestinal epithelium" (2020).

How the data were processed

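Bulk RNA sequencing of the small intestine of FVB/N mice was analysed. The mice carried the wild-type glucocorticoid receptor (GRWT) or a mutant receptor that dimerises poorly (GRDim). They drank normal water or water with 25 mM zinc sulfate for 7 days. The 22 libraries were grouped only from the labels, which give the genotype, the drinking water and the tissue. The description of the series also mentions dexamethasone, which no label names. Of these, 12 are labelled ileum and 10 are labelled IEC, for intestinal epithelial cells. The 4 conditions held 5 libraries (GRWT on water), 5 (GRWT on zinc), 6 (GRDim on water) and 6 (GRDim on zinc).

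The authors made stranded single-end libraries, mapped the reads to the mouse genome build mm10 with hisat and counted them per gene with featureCounts, leaving out reads that map to several places. The deposited file holds the resulting raw read counts for 54838 Ensembl genes, with no normalization. Neither the annotation release nor the strand setting of the counting is stated. Genes that overlap another gene on either strand are therefore uncertain, and they are named as such where they appear. Gene names and positions were taken from GENCODE vM21, which is on the same build (GRCm38, mm10), and 54809 of the gene identifiers were found there. The sample titles tie each column name to a condition and a replicate number, except that a pair of GRDim water ileum columns share a single name. Their replicate numbers are therefore unknown, and they are called unnumbered library a and unnumbered library b here.

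Library totals ran from 13149951 to 15620744 counts. A count of 3, taken as the floor of detection, corresponds to between 0.192 and 0.228 CPM, the usual count scaled by library size, depending on the library. Reads carried no molecular identifiers, so floors cover counting error only. Counts of 0 in every library were found for 24164 genes.

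Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the trimmed mean of M-values (TMM) normalization, the filterByExpr filter on the 8 label groups, and quasi-likelihood F tests with robust estimation. All 22 libraries were in the fit, with the tissue label as an additive covariate. The label coincides with the sequencing sets that the series names, so that the covariate stands for either. After filtering, 16389 genes were tested. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called when the adjusted p-value was under 0.05 and the log2 fold change was beyond 0.8 in either direction, the cut-offs that the study used. For interaction terms only the adjusted p-value counted. The standard error (SE) of a log2 fold change was derived from the F statistic. These choices, the other settings listed last, the gene lists and the rule for naming genes were fixed before the data were examined. By that rule, up to 5 genes per direction were named in each of the comparisons of zinc and of genotype on water. They had the largest log2 fold changes among called genes with the same sign under both tissue labels and a mean of at least 1 CPM. Immunoglobulin and T cell receptor segment genes (699 in the file, 232 tested) and genes without a proper name were counted but not named, and 12 genes of prior interest were to be reported whatever their result, of which 1 is not reported here.

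Gene lists were tested with camera from limma 3.58.1 with a preset inter-gene correlation of 0.01, adjusted over 28 tests (7 lists in 4 comparisons), and with fry and with an estimated correlation as alternatives. The 7 lists were type 1 interferon response (40 genes), type 2 interferon response (45), zinc response (8), glucocorticoid response (18), Paneth cell markers (14, of which 12 were tested), and the genes that zinc raised (136, of which 134 were tested) or lowered (139, of which 133 were tested) in C57BL/6J ileum in the study. The list of 48 core genes that the study chose on these same samples was only counted. Further lists fixed beforehand covered necroptosis (4 genes), the epithelial response to adherent microbes (16, of which 15 were tested), and markers of intraepithelial T cells (16), plasma and B cells (10), smooth muscle (10), fibroblasts (6) and epithelium (10). Lists for liver cells (12), the ileal segment (10) and the proximal small intestine (12) were written after the data had been seen.

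Smooth-muscle transcripts divided the libraries into 12 muscle-rich and 10 muscle-poor ones, at the widest gap in their summed CPM. This split was found in the data, did not follow the tissue labels, and is treated as technical. Fits with the split as covariate, or within either side of it, were therefore added after the data had been seen, as were fits that leave out GRWT zinc ileum replicate 3. The fit with the split as covariate and without that library held 21 libraries and tested 16332 genes. The other settings, chosen beforehand, were DESeq2 1.42.0, DESeq2 size factors within edgeR, a weaker and a stricter count filter, no covariate, each tissue label alone, the libraries of the compared conditions alone, a replicate block, no immunoglobulin or T cell receptor genes, other fold thresholds, and each replicate left out in turn. Replicate numbers were tested for pairing between conditions, within a tissue label. No ileum library was compared with an IEC library, and whether a mouse gave both is not labelled. The libraries of a condition may thus not all be independent. Under the same label the numbers did not pair the libraries. The 25 pairs of libraries with the same number had a median correlation of -0.00386 between their deviations, and 5 of them exceeded 0.1. Of these 5, 3 were the GRWT ileum pairs of water and zinc (0.829, 0.612 and 0.395), where replicate 1 is muscle-rich and replicates 2 and 3 are muscle-poor in both conditions. There replicates 2 and 3 also correlated across numbers (0.429 and 0.573), so that these values follow the muscle split and do not show pairing.

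The procedure was tested on simulated data in which 200 genes were changed. The edgeR fit with the tissue label recovered 118 (59%) in the right direction and called 0 unchanged genes, the fit with the muscle split recovered 145 (72.5%) and called 4 unchanged genes, and DESeq2 recovered 123 (61.5%) and called 3. Other groupings of the same libraries were fitted to see how often they gave as many genes, with 100 splits drawn per comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was left out of the main results.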

Results

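Bulk RNA sequencing was performed on small intestine of mice with a wild-type glucocorticoid receptor (GRWT) and of mice whose receptor dimerises poorly (GRDim). The mice drank normal water or water with 25 mM zinc sulfate for 7 days. The 22 libraries comprised 5 of GRWT mice on water, 5 of GRWT mice on zinc, 6 of GRDim mice on water and 6 of GRDim mice on zinc. By label, 12 libraries were ileum, 3 per condition, and 10 were intestinal epithelial cells (IEC). The total per library ranged from 13149951 to 15620744 counts. The 10 most abundant genes took 6.66% to 11.2% of the counts of a library. All values are means of TMM-normalised CPM ± SD with the number of libraries, and fold changes are log2 values ± SE from the edgeR quasi-likelihood test, with Benjamini-Hochberg adjusted p-values.

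The first principal component of the libraries took 72.2% of the variance and the second 9.95%. The first separated 12 libraries with many smooth-muscle transcripts from 10 with few. The summed CPM of 10 smooth-muscle genes lay between 1661 and 2783 in the muscle-rich libraries and between 184.7 and 259.5 in the muscle-poor ones. The tissue labels did not follow this split. Of the libraries labelled ileum, 5 were muscle-rich and 7 muscle-poor, and of those labelled IEC, 7 were muscle-rich and 3 muscle-poor (Fisher's exact test, two-sided, p = 0.231). Both GRDim conditions held 3 muscle-rich and 3 muscle-poor libraries, and both GRWT conditions held 3 and 2. Under the labels, the 3 GRDim water IEC libraries were all muscle-rich and the 3 GRDim zinc IEC libraries all muscle-poor. Values within the muscle-rich and within the muscle-poor libraries are therefore given beside several of the pooled ones. One further library, GRWT zinc ileum replicate 3, lay apart on the second component. Its normalised CPM of Fabp6, an ileal gene on chromosome 11 (43596049 to 43601540), was 18.2, against 3970 to 11600 in the other libraries.

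**Figure D1:**
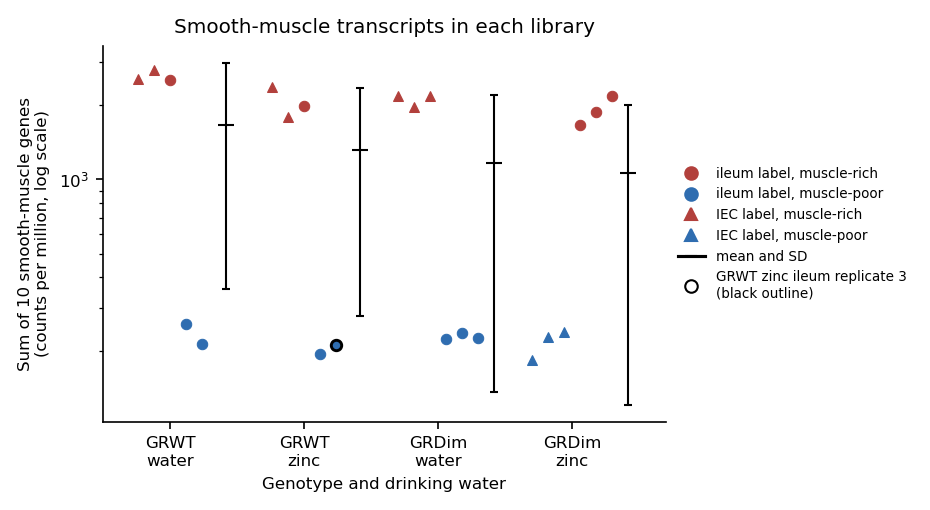
Summed CPM of 10 smooth-muscle genes (vertical axis, log scale) in each library of the 4 conditions; colour gives the muscle-rich or muscle-poor side, shape the tissue label, and bars the mean and SD of the condition. The 12 muscle-rich libraries lie at 1661 or above and the 10 muscle-poor ones at 259.5 or below, with both tissue labels on each side.

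Nr3c1, which encodes the glucocorticoid receptor (ENSMUSG00000024431, GRCm38 chromosome 18, 39410545 to 39519421), was expressed in all conditions. Its level was 284 ± 14.7 CPM (SD, n = 5) in GRWT mice on water and 228 ± 18.6 CPM (SD, n = 6) in GRDim mice on water. The difference was -0.32 ± 0.07 (SE, adjusted p = 0.0243), below the fold threshold. It was -0.36 in the muscle-rich libraries (adjusted p = 0.00142) and -0.29 in the muscle-poor ones (adjusted p = 0.88). Its adjusted p-value rose above the threshold in 7 of 11 fits that each left out one library. With zinc, the level was 293 ± 24.1 CPM (SD, n = 5) in GRWT mice and 279 ± 16.7 CPM (SD, n = 6) in GRDim mice. The zinc effect was 0.04 ± 0.08 in GRWT mice (adjusted p = 1) and 0.29 ± 0.07 in GRDim mice (adjusted p = 0.146). When the muscle split was the covariate, the latter had an adjusted p of 0.0195.

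The study asked which transcripts zinc changes in GRWT mice. With the tissue label as covariate, 11 genes were higher and 2 lower with zinc, and 1230 genes had an unadjusted p-value under 0.05. DESeq2 with the muscle split moved these counts most, to 131 higher and 23 lower. That fit kept GRWT zinc ileum replicate 3, and DESeq2 was not run without that library. Across the genes it called, the zinc fold changes of the genotypes had a Pearson r of 0.119, against 0.975 in edgeR with that covariate. Some of these genes may thus rest on that library alone. In edgeR with the muscle split as covariate, 20 genes were higher and 6 lower, and these included all 11 and both 2 of the first fit. In the muscle-rich libraries alone 17 were higher and 9 lower, and in the muscle-poor ones 5 and 1. Leaving out GRWT zinc ileum replicate 2 raised the number of lower genes to 6, and leaving out GRWT water ileum replicate 1 raised it to 5. Without GRWT zinc ileum replicate 3, the counts were 10 higher and 1 lower.

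The metallothionein genes Mt4 (ENSMUSG00000031757, chromosome 8, 94137197 to 94139031), Mt2 (ENSMUSG00000031762, 94172664 to 94173568) and Mt1 (ENSMUSG00000031765, 94179082 to 94180327) were among the genes that changed most. Mt1 rose from 93.3 ± 67.7 CPM (SD, n = 5) to 2630 ± 1080 CPM (SD, n = 5), a change of 4.95 ± 0.38 (adjusted p = 1.23e-06). The change in Mt1 was 5.53 in the muscle-rich and 4.41 in the muscle-poor libraries. Mt2 rose from 14.8 ± 14.3 to 541 ± 166 CPM (SD, n = 5 each), by 5.37 ± 0.58 (adjusted p = 7.3e-05). Mt2 shares exon sequence with Gm45774 on the other strand, and Gm45774 was itself called (5.02). Mt4 was at or below the floor in all GRWT water libraries, and reached 20.9 ± 14.6 CPM (SD, n = 5) with zinc. Scaled by library totals alone, its mean with zinc was 18.1 CPM, at least 79.2-fold higher than the floor of 0.228 CPM. The zinc exporter Slc30a2 (ENSMUSG00000028836, chromosome 4, 134343181 to 134354484) rose by 2.35 ± 0.29 (adjusted p = 0.000406). Tmco4 (ENSMUSG00000041143, chromosome 4, 138972888 to 139059171) rose by 1.31 ± 0.22 (adjusted p = 0.0101), but it was not called in 2 of 10 fits without one library. The importer Slc39a4 (ENSMUSG00000063354, chromosome 15, 76612383 to 76617384) fell from 281 ± 56.9 to 47.6 ± 15.4 CPM (SD, n = 5 each), a change of -2.58 ± 0.28 (adjusted p = 8.62e-05). Its change was -2.62 in the muscle-rich and -2.48 in the muscle-poor libraries. The second lower gene, AA467197 (-0.88), has no proper name and was singled out after its values were seen.

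**Figure D2:**
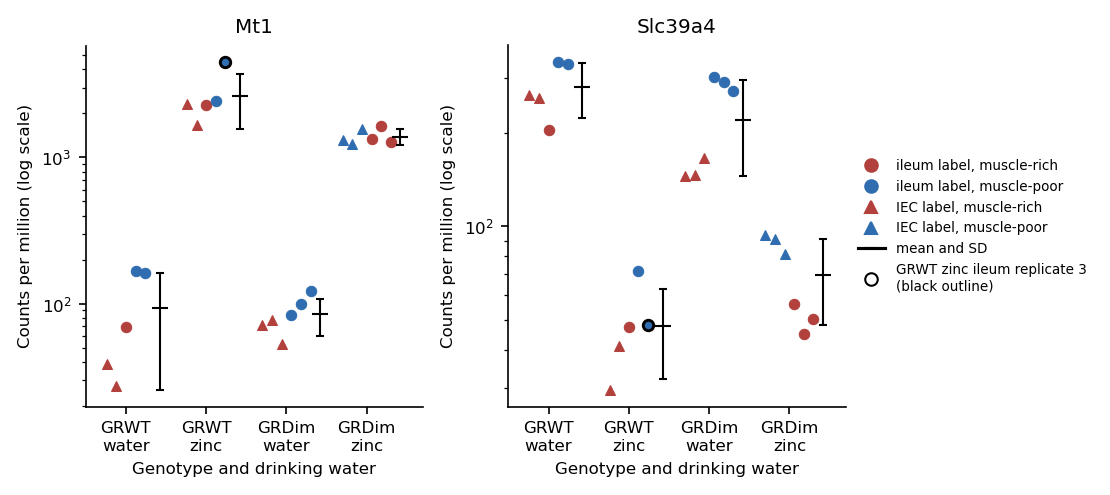
Normalised CPM (log scale) of Mt1 (left) and Slc39a4 (right) in each library, by genotype and drinking water, with mean and SD of each condition. Mt1 rose with zinc and Slc39a4 fell in both genotypes.

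The same comparison in GRDim mice gave 7 higher and 5 lower genes, and 1223 genes had an unadjusted p-value under 0.05. The muscle split as covariate gave 38 higher and 53 lower genes, and all 7 and 5 were among them. With the tissue label and without GRWT zinc ileum replicate 3, whose spread enters the shared fit, 45 were higher and 31 lower. The muscle split without that library gave 142 higher and 134 lower genes, and again included the 7 and 5. In the muscle-rich libraries alone 124 were higher and 89 lower, and in the muscle-poor ones 4 and 4. The 3 metallothioneins rose here too. Mt1 reached 1390 ± 161 CPM (SD, n = 6) from 84.3 ± 23.7 CPM (SD, n = 6), by 4.11 ± 0.33 (adjusted p = 1.51e-06). Mt2 rose by 4.80 ± 0.51 (adjusted p = 8.26e-05), and the mean of Mt4 with zinc was at least 87.4-fold above the floor. Slc30a2 rose by 1.77 ± 0.27 (adjusted p = 0.00695) and Slc39a4 fell by 1.60 (SE 0.26, adjusted p = 0.00994). Hsd3b3 (ENSMUSG00000062410, chromosome 3, 98741523 to 98763127) rose by 2.54 ± 0.43 (adjusted p = 0.0172). It overlaps Zfp697 on the other strand and was not called in 3 of 12 fits without one library. Plet1 (ENSMUSG00000032068, chromosome 9, 50494525 to 50505482) fell from 64.0 ± 38 to 3.64 ± 2.61 CPM (SD, n = 6 each), a change of -4.27 ± 0.69 (adjusted p = 0.00994), and overlaps Plet1os. Ifit2 (ENSMUSG00000045932, chromosome 19, 34550694 to 34576419) fell by 2.25 (SE 0.33, adjusted p = 0.00645). B3gnt7 (ENSMUSG00000079445, chromosome 1, 86302832 to 86307305) fell by 1.86 (SE 0.28, adjusted p = 0.00695) and overlaps Gm28626 on the other strand. Pnpla7 (ENSMUSG00000036833, chromosome 2, 24976033 to 25054057) fell by 1.00 (SE 0.19, adjusted p = 0.0421), and 10 of 12 fits without one library did not call it.

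Whether the zinc effect depended on genotype was tested with the interaction term. With the tissue label, 0 genes passed, and 477 had an unadjusted p-value under 0.05. When the muscle split was the covariate, 0 passed and 1227 had an unadjusted p-value under 0.05. Once GRWT zinc ileum replicate 3 was also left out, 2 genes passed, Dennd5b and Cry2. In the muscle-rich libraries alone 42 genes passed, and in the muscle-poor ones 0, with 648 at an unadjusted p-value under 0.05. An effect called in one genotype only is thus not shown to differ between genotypes for the genes named here. In both genotypes 6 genes were higher (Mt1, Mt2, Mt4, Rab29, Raet1e and Slc30a2) and 1 was lower (Slc39a4). These counts were 10 and 2 with the muscle split. Across the 13 genes called in GRWT mice, the zinc fold changes in GRDim mice had a slope of 0.796, a Pearson r of 0.979 and a Spearman rho of 0.967. These are correlations across genes, which are not independent replicates, and the genes were chosen for their change in GRWT mice. All 13 had the same sign in both genotypes. Across all 16389 genes tested, r was 0.193 and the slope 0.182. This last value rested on single libraries, with r at -0.252 (slope -0.241) without GRWT zinc ileum replicate 1 and at 0.506 (slope 0.547) without GRWT water ileum replicate 1.

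**Figure D3:**
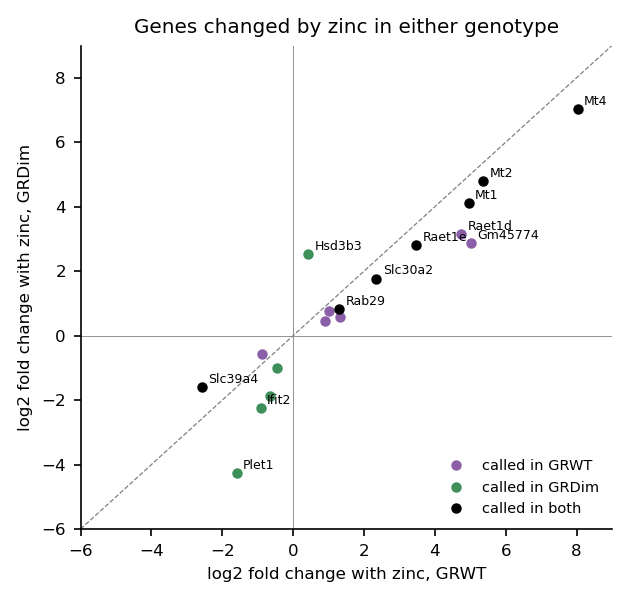
log2 fold change with zinc in GRDim mice (vertical axis) against GRWT mice (horizontal axis) for the 18 genes called in either genotype; the dashed line marks equal change. All 18 have the same sign in both genotypes.

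The zinc effect was also compared between the tissue labels. Averaged over the genotypes, 4180 genes had a zinc effect that differed between libraries labelled IEC and ileum. In GRDim mice 7076 genes did, and in GRWT mice 0, with 487 at an unadjusted p-value under 0.05. In GRDim mice the labels place all muscle-rich libraries of one condition against all muscle-poor libraries of the other, so that zinc and muscle content cannot be told apart within a label. When the muscle split replaced the label, 7 genes differed.

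GRDim and GRWT mice on water were compared to see how the mutation alone changes expression. The tissue-label fit called 111 genes higher and 106 lower in GRDim mice, with 2920 genes at an unadjusted p-value under 0.05. The fit with the muscle split called 532 higher and 399 lower, including 107 of the 111 and all 106. In the muscle-rich libraries alone 825 were higher and 910 lower, the alternative that moved the higher and lower counts most. In the muscle-poor ones 4 were higher and 0 lower, with 783 genes at an unadjusted p-value under 0.05. Without the GRWT zinc libraries in the muscle-poor fit, 63 were higher and 70 lower. The counts were sensitive to single libraries. Leaving out GRWT water ileum replicate 3 gave 233 higher and 189 lower, and leaving out GRWT water IEC replicate 5 gave 31 and 38. Without GRWT zinc ileum replicate 3 they were 239 and 286. Under the ileum label alone the counts were 0 and 0, with 1157 genes at an unadjusted p-value under 0.05.

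**Figure D4:**
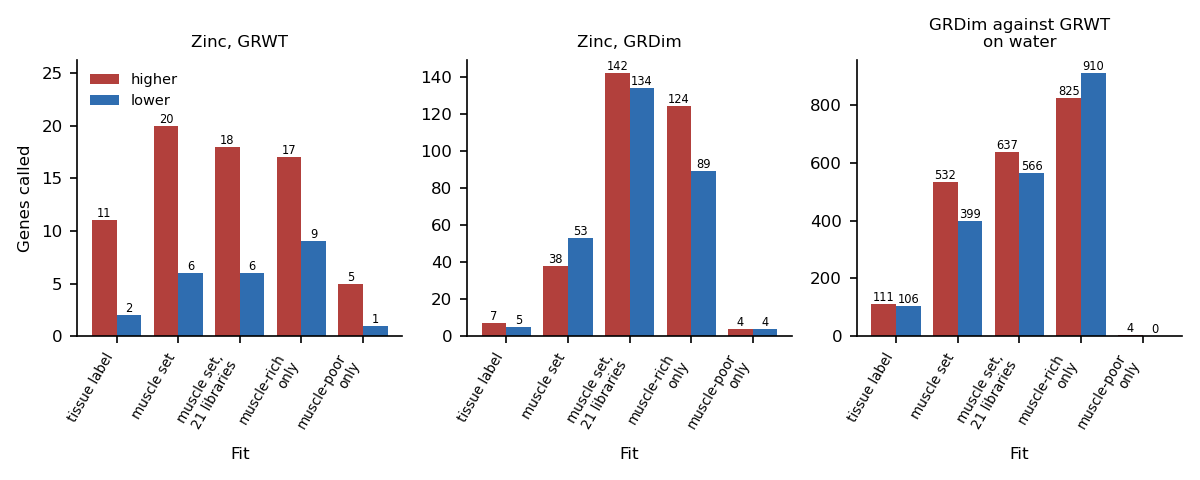
Number of genes called higher (red) and lower (blue) in 3 comparisons under 5 fits; each panel has its own vertical axis starting at 0. The counts in the muscle-poor libraries are 5 and 1, 4 and 4, and 4 and 0.

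The largest increases in GRDim mice on water were found for Plet1 (4.54 ± 0.76, adjusted p = 0.00374; 6.12 in the muscle-rich and 2.59 in the muscle-poor libraries, the latter not called) and Slc6a14 (ENSMUSG00000031089, chromosome X, 21714896 to 21742355; 3.79 ± 1.01, adjusted p = 0.047). Slc6a14 was not called in 8 of 11 fits without one library and changed by 0.82 in the muscle-poor libraries. Gbp6 (ENSMUSG00000104713, chromosome 5, 105270702 to 105293698) rose by 3.53 ± 0.60 (adjusted p = 0.00374), from 2.89 ± 1.81 CPM (SD, n = 5) to 32.8 ± 4.18 CPM (SD, n = 6). Its change was 3.05 in the muscle-rich and 4.65 in the muscle-poor libraries, and it was called in both. It shares exons with Gm43302. Asprv1 (ENSMUSG00000033508, chromosome 6, 86628164 to 86629710) rose by 3.11 ± 0.55 (adjusted p = 0.00528), with 4.15 in the muscle-rich and 2.21 in the muscle-poor libraries. Gbp8 (ENSMUSG00000034438, chromosome 5, 105014150 to 105139540), which shares exons with Gbp4 and Gbp9, rose by 2.83 ± 0.37 (adjusted p = 0.00107), with 2.44 and 3.34. Asprv1 and Gbp8 were called in the muscle-rich libraries and not in the muscle-poor ones.

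The largest decreases were those of 5 genes with low expression. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) changed by -4.40 ± 1.17 (adjusted p = 0.047) and was not called in 10 of 11 fits without one library. Spsb4 (ENSMUSG00000046997, chromosome 9, 96943482 to 97018843) changed by -3.50 and overlaps Gm16010. Zmat4 (ENSMUSG00000037492, chromosome 8, 23636019 to 24156585) changed by -3.43, Cyp3a44 (ENSMUSG00000054417, chromosome 5, 145773983 to 145805874) by -3.41 and Il5ra (ENSMUSG00000005364, chromosome 6, 106710357 to 106749037) by -3.31. All 5 had the same sign in the muscle-rich and the muscle-poor libraries, and none was called in the latter.

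Genes of prior interest included mediators of necroptosis, an inflammatory form of cell death. Zbp1 (ENSMUSG00000027514, chromosome 2, 173206612 to 173218923) was at 44.8 ± 46.4 CPM (SD, n = 5) in GRWT mice and 119 ± 19.7 CPM (SD, n = 6) in GRDim mice on water, a difference of 1.77 ± 0.51 (adjusted p = 0.0624). The spread in GRWT mice followed the muscle split. The mean was 11.9 ± 1.90 CPM (SD, n = 3) in the muscle-rich and 94.0 ± 22.7 CPM (SD, n = 2) in the muscle-poor GRWT water libraries. The genotype difference in Zbp1 was accordingly 3.19 (adjusted p = 1.31e-06) and 0.46 (adjusted p = 0.938). Mlkl (ENSMUSG00000012519, chromosome 8, 111311797 to 111338177) was higher by 1.03 ± 0.23 (adjusted p = 0.0203) and Ripk3 (ENSMUSG00000022221, chromosome 14, 55784995 to 55788865) by 0.67 ± 0.18 (adjusted p = 0.0436). Their differences in the muscle-poor libraries were 0.28 and 0.24. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) was higher by 1.72 ± 0.47 (adjusted p = 0.051). Both Zbp1 (1.75, adjusted p = 0.0134) and Cxcl9 (1.59, adjusted p = 0.00485) were called with the muscle split as covariate. Single libraries decided on which side of the adjusted p-value threshold several of these genes fell: the side changed in 3 of 11 fits without one library for Mlkl, 8 for Ripk3, 3 for Cxcl9 and 1 for Zbp1. Zbp1 changed with zinc by -0.85 ± 0.50 in GRWT mice (adjusted p = 0.739) and by -0.77 ± 0.45 in GRDim mice (adjusted p = 0.797). In GRWT mice the change was -0.03 in the muscle-rich (adjusted p = 0.97) and -1.15 in the muscle-poor libraries (adjusted p = 0.228). With the tissue label and without GRWT water ileum replicate 3 it was -0.31. In GRDim mice it was -0.64 in the muscle-rich and -0.97 in the muscle-poor libraries. No zinc effect on Mlkl, Ripk3 or Cxcl9 passed with the tissue label in either genotype, and Cxcl9 was called lower in GRDim mice with the muscle split (-1.24, adjusted p = 0.0471). Ripk3 was under the adjusted p-value threshold there too (-0.45, adjusted p = 0.0463), and in the muscle-rich libraries so were Mlkl (-0.52, adjusted p = 0.00235), Ripk3 (-0.48, adjusted p = 0.0122), Zbp1 (-0.64, adjusted p = 0.0422) and Cxcl9 (-1.29, adjusted p = 0.00675), of which Cxcl9 alone exceeded the fold threshold. Agtpbp1 (ENSMUSG00000021557, chromosome 13, 59445742 to 59585227) rose with zinc by 1.86 ± 0.47 in GRWT mice (adjusted p = 0.238) and was called with the muscle split (2.06, adjusted p = 0.00968). In GRDim mice it rose by 1.20 ± 0.43 (adjusted p = 0.441), by 1.17 with the muscle split (adjusted p = 0.0615), and by 1.17 once GRWT zinc ileum replicate 3 was also left out (adjusted p = 0.00308). The zinc sensor gene Mtf1 (ENSMUSG00000028890, chromosome 4, 124802104 to 124849800; overlapping 1110065P20Rik) changed by -0.02 with zinc in GRWT and 0.11 in GRDim mice (adjusted p = 1 and 0.94). On water, Mt1, Mt2, Slc30a2, Slc39a4, Agtpbp1 and Mtf1 did not pass between the genotypes with the tissue label. Below the fold threshold, Slc39a4 had a low adjusted p-value with the muscle split (-0.48, adjusted p = 0.0121) and in the muscle-rich libraries (-0.66, adjusted p = 0.00969), where Slc30a2 did as well (-0.68, adjusted p = 0.00823). Mt1 did so in the muscle-poor libraries without the GRWT zinc ones (-0.71, adjusted p = 0.0261), but not with them (-0.71, adjusted p = 0.794). Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421), which encodes the receptor, changed by -0.32 between them (adjusted p = 0.0243), less than the fold threshold, and 7 of 11 fits without one library put its adjusted p-value above 0.05. With zinc it changed by 0.04 in GRWT and 0.29 in GRDim mice (adjusted p = 1 and 0.146).

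The comparison of GRDim mice on zinc with GRWT mice on water asks whether zinc brings the mutant to the untreated wild-type level. It called 11 genes higher and 2 lower, with 964 at an unadjusted p-value under 0.05. The lower genes were Slc39a4 (-1.96) and Gm8615 (-1.73), the latter unnamed and singled out after its values were seen. The mean of Mt4 was at least 85.2-fold above the floor. The counts were 45 and 21 with the muscle split, in the muscle-rich libraries alone 358 and 382, and in the muscle-poor ones 8 and 3. Leaving out GRWT water ileum replicate 1 lowered the number of higher genes to 5.

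The type 2 interferon list was higher in GRDim than in GRWT mice on water, with a median of 1.25 over 45 genes (camera adjusted p = 1.22e-35), and 45 of 45 genes were higher. Adjusted over the list alone, 34 genes passed, against 10 over all genes. These counts were 44 and 41 with the muscle split and without GRWT zinc ileum replicate 3. With zinc the list was lower, with a median of -0.54 in GRWT mice (camera adjusted p = 7.07e-11, 40 of 45 genes lower) and -0.62 in GRDim mice (camera adjusted p = 5.65e-23, 44 of 45 lower). Adjusted over the list alone, 1 and 9 genes passed for zinc, against 0 and 0 over all genes. The GRWT decrease was not called by fry (adjusted p = 0.0844), while the GRDim decrease was (adjusted p = 0.0138). Without GRWT water ileum replicate 3, the GRWT median was -0.22. In GRDim mice on zinc the list stayed above GRWT mice on water, by 0.67 (camera adjusted p = 7.07e-19). In the muscle-poor libraries this last difference was -0.42, past the threshold in the opposite direction (camera adjusted p = 1.51e-06). It was also -0.42 there without the GRWT zinc libraries (camera adjusted p = 9.4e-05). The median genotype difference on water was 1.96 in the muscle-rich and 0.46 in the muscle-poor libraries, from a fit of both without GRWT zinc ileum replicate 3.

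**Figure D5:**
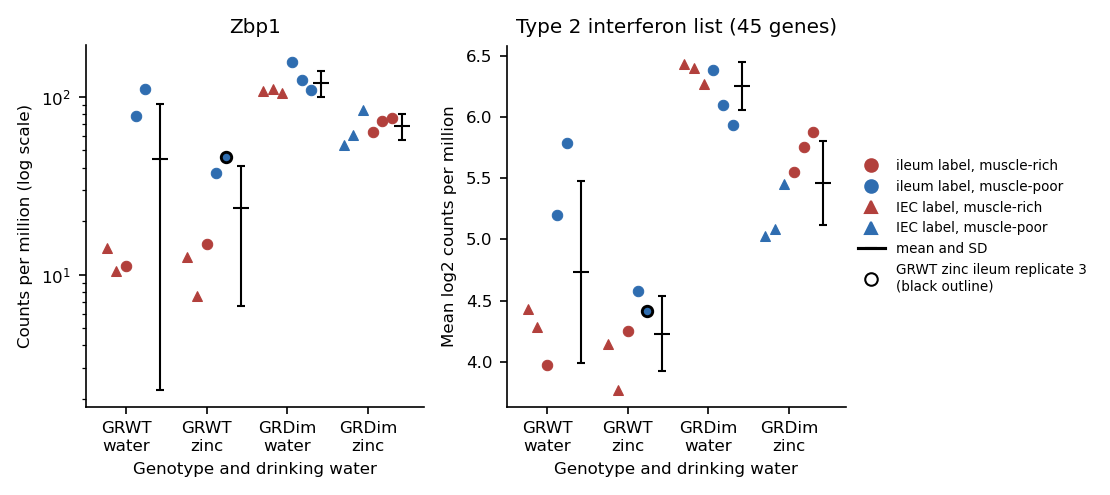
Normalised CPM of Zbp1 (left, log scale) and mean log2 CPM of the 45 genes of the type 2 interferon list (right) in each library, with mean and SD of each condition. Muscle-rich GRWT water libraries lie between 10.5 and 14.1 CPM of Zbp1, below the 2 muscle-poor ones at 78.0 and 110 CPM.

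The type 1 interferon list changed less. Its median was 0.26 with zinc in GRWT mice (camera adjusted p = 0.0868), and -0.05 without GRWT zinc ileum replicate 3, where it was called (camera adjusted p = 0.000342). Of the 10 fits without one library, 6 called this list, this one as lower and the others as higher (camera adjusted p from 0.000109 to 0.049). It was -0.09 with zinc in GRDim mice, 0.17 between the genotypes on water and 0.09 between GRDim mice on zinc and GRWT mice on water. Adjusted over the list alone, 0 genes passed with zinc in GRWT mice and 4 were lower in GRDim mice, against 0 and 1 over all genes. Between genotypes on water 7 were higher and 1 lower over the list alone, and 5 higher over all genes. The zinc response list had a median of 0.63 in GRWT and 0.51 in GRDim mice with zinc. Of its 8 genes, 4 were higher and 2 lower adjusted over the list alone in GRWT mice, and 3 and 1 over all genes. In GRDim mice 5 were higher and 1 lower, against 3 and 1. The glucocorticoid response list rose with zinc by a median of 0.23 in GRWT mice (camera adjusted p = 4.03e-12) and 0.40 in GRDim mice (camera adjusted p = 1.07e-14). Single libraries moved the GRWT median, to 0.12 without GRWT water ileum replicate 2 and to 0.45 without GRWT water ileum replicate 1. The GRDim median ranged from 0.34 to 0.46 in such fits. Adjusted over the list alone, 4 and 5 of its 18 genes were higher, against 3 and 3 over all genes. The paper lists Mt1 as raised by dexamethasone as well as by zinc, so that a gene may answer to both. The rise of this list with zinc therefore does not by itself show glucocorticoid signalling. On water the glucocorticoid list was lower in GRDim mice, by a median of -0.26 (camera adjusted p = 0.0773), and of -0.44 in the muscle-rich (fry adjusted p = 0.000382) and -0.12 in the muscle-poor libraries (fry adjusted p = 0.259). Paneth cell markers were lower in GRDim mice on water, with a median of -0.99 (camera adjusted p = 1.13e-10). This came mostly from the muscle-rich libraries, at -1.63 (fry adjusted p = 0.000652) against -0.45 in the muscle-poor ones (fry adjusted p = 0.34), and the difference between them was -1.03 (fry adjusted p = 0.0356). Adjusted over the list alone 8 of 12 were lower, and 3 over all genes.

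Genes that zinc raised in C57BL/6J ileum rose here by a median of 0.46 in GRWT and 0.63 in GRDim mice, and those it lowered there changed by -0.37 and -0.47. Adjusted over the list alone, 53 of the 134 raised genes passed in each genotype, against 7 and 8 over all genes. Of the 133 lowered genes, 4 and 16 passed over the list alone, against 2 and 2 over all genes. On water, the raised genes were lower in GRDim mice (-0.64) and the lowered genes higher (1.00). Of the 28 list tests, camera called 22. Of these calls 17 held under fry and 16 under an estimated correlation. Of the 48 genes that the study selected on these samples, all 48 were higher in GRDim mice on water, and 45 passed adjusted over the list alone against 19 over all genes. With zinc, 33 were lower in GRDim mice and 18 in GRWT mice over the list alone, against 3 and 1 over all genes. Because these genes were chosen on the same libraries, the counts over the list alone are not independent evidence.

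Markers of other cell types were compared in the same way. The median of T cell markers was 1.36 higher in GRDim mice on water (2.06 in the muscle-rich and 0.37 in the muscle-poor libraries, fry adjusted p = 1.57e-05 and 0.186) and changed by -0.53 with zinc in GRDim and 0.13 in GRWT mice. With the muscle split and without GRWT zinc ileum replicate 3 the GRWT value was -0.45, against 0.13 with the split and all libraries, so that this library decided its sign. With the tissue label, the corresponding medians were 1.55, -0.84 and -0.76 for genes that respond to adherent microbes, and 0.85, -0.51 and -0.32 for the necroptosis genes. They were 0.65, 0.17 and 0.20 for plasma and B cell markers, and -0.04, 0.13 and -0.06 for epithelial markers. Smooth-muscle markers had medians of -1.13, 1.15 and -0.33 and fibroblast markers of -0.72, 1.20 and -0.27 with the tissue label. With the muscle split and without GRWT zinc ileum replicate 3, the muscle medians were -0.44, -0.09 and -0.42, those of fibroblasts -0.04, -0.05 and -0.39, and those of plasma and B cells 1.27, -0.32 and 0.01.

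The study also asked how many genes lowered by zinc in GRDim mice start from a raised level in these mice. Of the 5 genes called lower with zinc, 4 (80%) were called higher in GRDim mice on water. This held for 45 of 53 (84.9%) with the muscle split, and for 106 of 134 (79.1%) once GRWT zinc ileum replicate 3 was also left out. In the muscle-rich libraries it held for 82 of 89 (92.1%). These comparisons share the GRDim water libraries, which by itself makes their fold changes run in opposite directions. In 10 simulations with no change, the correlation across genes between the comparisons averaged -0.57 with the tissue label (from -0.596 to -0.537) and was -0.60 in the data. With the muscle split it averaged -0.48 (from -0.523 to -0.445) and was -0.59 in the data. The comparisons of genotype and of zinc in GRWT mice share the GRWT water libraries, which makes their fold changes run in the same direction. Their correlation averaged 0.453 in the simulations with the tissue label (from 0.42 to 0.5) and was 0.0268 in the data. With the muscle split it averaged 0.524 (from 0.495 to 0.568) and was -0.0487 in the data. This sharing works against finding genes higher on water and lower with zinc in both genotypes. Of the 50 genes with the lowest p-values among those lower with zinc in GRDim mice, 49 were higher on water in the data with either fit, against 40 to 47 in the simulations with the tissue label and 42 to 49 with the muscle split. The simulations thus reached the observed number with the muscle split and not with the tissue label. They gave 0 shared called genes, against 4 and 45 in the data, and so do not show what share of called genes no change would give. With the genotype comparison from the muscle-rich libraries and the zinc comparison from the muscle-poor ones without the GRWT zinc libraries, which share no library, 99 genes were shared, against 5.87 expected (Fisher's exact test, one-sided, p = 3.61e-108). With the sides exchanged, 7 were shared against 0.372 expected (Fisher's exact test, one-sided, p = 8.11e-08). With the tissue labels in place of the muscle split, 0 genes were shared either way, and at most 0.097 were expected. Genes higher in GRDim mice on water and lower with zinc in both genotypes numbered 0 in edgeR with the tissue label and with the muscle split. In DESeq2 they numbered 1 and 3 with the same covariates, and in edgeR under the IEC label alone 3.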

Values the study reported

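The study compared zinc with water in both genotypes at a log2 fold change of 0.8 and a false discovery rate of 0.05. Group sizes were 5–6. In GRWT mice it counted 378 transcripts that zinc induced and 88 that zinc reduced. In GRDim mice the corresponding numbers were 136 and 102. For its overlap the study gave 182 transcripts lowered by zinc in GRDim mice, which differs from the 102. Of these 182, 159 were described as having raised basal expression in that genotype. Adding the genes lowered by zinc in GRWT mice left a core of 48 genes. The fold changes of zinc-induced genes in the 2 genotypes were described by a regression slope of 0.9833 and a Pearson coefficient of 0.68.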

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

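The tests in this part of the muscle split, of GRWT zinc ileum replicate 3, of the tissue-label difference, of cell composition and of T cell content were chosen only after the result was seen. The test of exchanged genotypes was written down before its result was seen.

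The zinc effect differed between the tissue labels for 4180 genes, averaged over the genotypes. The difference was tested as an interaction and came from GRDim mice, with 7076 genes, whereas GRWT mice gave 0, with 487 at an unadjusted p-value under 0.05. Leaving out GRWT zinc ileum replicate 1 gave 1953 genes and leaving out GRWT zinc ileum replicate 3 gave 7567. The labels put muscle-rich GRDim water libraries beside muscle-poor GRDim zinc libraries under IEC, and the reverse under ileum. When the split replaced the label, the zinc effect differed for 7 genes as the mean of the genotypes, for 3 in GRWT mice, and for 0 in GRDim mice with 596 at an unadjusted p-value under 0.05. The uneven spread of muscle-rich and muscle-poor libraries over the labels is therefore a candidate explanation for the 4180 genes. A zinc effect that truly differs between ileum and epithelium stays open, because the labels may not name the tissue that was sequenced.

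The split itself had no counterpart in the labels. A difference in depth is not a sufficient cause, since the median totals of the muscle-rich and muscle-poor libraries differed by 1.03-fold. Muscle carried over during scraping would put muscle into libraries labelled IEC but would not take it out of those labelled ileum, and 7 libraries labelled ileum were muscle-poor. An exchange of tissue labels within conditions stays open. In 4 of 4 conditions the number of muscle-rich libraries equalled the number labelled ileum, which an arbitrary assignment would give with a chance of 0.0619. Relative to the muscle-poor libraries, the muscle-rich ones were higher in smooth-muscle markers by 4.75, in fibroblast markers by 4.98 and in plasma and B cell markers by 3.73 (log2). They differed in T cell markers by -0.50 and in epithelial markers by -0.42. These values are in line with whole gut wall on one side and an epithelial preparation on the other. The counts separate the sides, but they do not settle whether tissue labels were exchanged. A match of 4 conditions falls short of excluding an arbitrary assignment.

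The genotype difference on water depended on the muscle split for 215 genes with all libraries. The median of the type 2 interferon list was higher in GRDim mice by 1.96 in the muscle-rich and by 0.46 in the muscle-poor libraries, and the median difference between them was 1.37 (camera adjusted p = 1.92e-49, fry adjusted p = 0.000418, over 72 tests). These list values are from a fit without GRWT zinc ileum replicate 3, which gave 1215 genes in place of 215. An exchange of genotype between the muscle-poor libraries was tested on chromosome 18 genes, where the mutated Nr3c1 lies. Of 21 such genes called between genotypes in the muscle-rich libraries, 17 had the same sign in the muscle-poor ones (exact binomial test, p = 0.0072), which argues against an exchange. Genes elsewhere kept their sign at a similar rate, 1030 of 1206, so that this is no evidence for a linked segment. Cell composition that follows the muscle split alone would raise the list in the muscle-poor libraries of both genotypes. In GRWT mice on water the muscle-poor libraries were higher by a median of 1.41 (fry adjusted p = 3.97e-05), but in GRDim mice by 0.28 (fry adjusted p = 0.925), which argues against the split alone as the cause. T cell markers followed the same pattern: the muscle-poor libraries were higher by a median of 1.61 in GRWT mice (fry adjusted p = 0.001) and differed by -0.03 in GRDim mice (fry adjusted p = 0.779). A T cell content that differs between the GRWT water libraries is thus a candidate explanation, and whether it leads or follows the interferon response stays open. The GRWT value rests on 3 muscle-rich and 2 muscle-poor libraries. A difference between mice or batches of mice in the GRWT water condition, such as one in their microbes, may underlie it. The 1.41 could arise from that, but such a difference was not tested. The paper states that the GRDim line was kept in a conventional animal house, and no label gives the cage or batch of a mouse. The tissue labels coincide with the sequencing sets that the series names. GRWT water libraries labelled ileum lie on both sides of the muscle split, so that the sets do not follow it.

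Single libraries were compared with the rest of their condition for 45 measures in 4 conditions, 180 tests in all. In 16 of these the gap of the extreme library to its nearest neighbour, as a share of the range, exceeded the 95% critical value of Dixon's test. Chance would give 9. Of the 16, 5 fell on GRWT zinc ileum replicate 3, where the shares were 0.859 for the ileal list, 0.855 for the proximal list, 0.832 for the genes that respond to adherent microbes, 0.758 for Il5ra and 0.736 for Asprv1. The ileal and proximal lists were written because this library stood apart, so that their 2 results do not add to the evidence. Tissue from a more proximal gut segment is a candidate explanation. The proximal list was a median of 6.37 (log2) above the other libraries, and all 12 of its genes exceeded every other library. The ileal list differed by -1.95, with 6 of 10 genes below every other library and the other 4 above every other one, so that the loss was not uniform over the list. Normalised CPM of Lct was 6650, against 0 to 7.88 elsewhere, and of Slc10a2 5.96, against 768 to 1770. The library's total of 14.61 M counts lay within the range of the others, 13.15 to 15.62 M, which argues against depth. A dissection that reached the jejunum and a sample exchanged with another experiment remain untested.

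The remaining 11 results are about what chance gives for 180 tests. GRWT water ileum replicate 1 stood apart for Slc30a2 (share 0.786), GRWT water ileum replicate 3 for Il5ra (0.723) and Plet1 (0.714), and GRWT water ileum replicate 2 for Gbp8 (0.715). GRWT zinc ileum replicate 2 stood apart for Spsb4 (0.811). In GRDim mice these were Mt4 in water IEC replicate 6 (0.714), Asprv1 in zinc ileum replicate 3 (0.775), Cyp1a1 (0.754) and Gbp8 (0.637) in zinc IEC replicate 5, the necroptosis list in water ileum replicate 1 (0.66) and the T cell list in unnumbered water ileum library b (0.631). Mt4 on water was at or below the floor, so that its gap reflects single counts. No explanation was tested for these.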

How the results depend on the processing

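All fits with the muscle split, within either side of it, without GRWT zinc ileum replicate 3 together with the split, and DESeq2 without covariate were chosen after seeing the data; the others were planned. Counts are given as higher and lower genes for zinc in GRWT mice, zinc in GRDim mice, genotype on water, and GRDim mice on zinc against GRWT mice on water, in this order. Unless a cause is named, the cause was not tested.

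DESeq2 gave 34 and 10, 32 and 37, 246 and 221, and 19 and 8 genes, 1 gene higher in GRDim mice on water and lower with zinc in both genotypes (the overlap), a slope of 0.703 and a Pearson r of 0.964 between the zinc fold changes, and a type 1 interferon median of 0.29 with zinc in GRWT mice, now past the threshold. Without a covariate, DESeq2 gave 28 and 10, 27 and 36, 196 and 222, and 19 and 8, an overlap of 1, a slope of 0.671, an r of 0.95, a type 1 median of 0.28 past the threshold, and -0.15 for Mt1 between genotypes, a reversal. With the muscle split, DESeq2 gave 131 and 23, 82 and 93, 535 and 452, and 60 and 48, 4 genes with a zinc effect that depends on genotype, an overlap of 3, a slope of 0.0425, an r of 0.119, a type 1 median of 0.27 past the threshold and a reversed Mt1 (-0.07).

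Without a count filter, genotype on water gave 63 and 63, since more genes were tested. With at least 10 counts in every library, 4 genes were higher with zinc in GRDim mice and 1580 had a zinc effect that depends on the label. Without the tissue covariate, Mt1 between genotypes reversed (-0.15). With a replicate block, r was 0.987 and Agtpbp1 between genotypes reversed (0.08). At a log2 fold change beyond 1, 1 gene was lower with zinc in GRWT mice. With the adjusted p-value alone, 14 genes were higher with zinc in GRDim mice, and genotype on water gave 241 and 275. With only the compared conditions in the fit, the counts were 4 and 1, 40 and 63, 297 and 371, and, for GRDim mice on zinc, 5 higher, and r was 0.998.

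The ileum label alone gave 5 and 1, 3 and 2, 0 and 0, and 3 and 1, with 1157 genes at an unadjusted p-value under 0.05 for genotype on water. The slope was 0.896 and r 0.933. The type 1 interferon medians were 0.44 with zinc in GRWT mice (past the threshold), -0.20 in GRDim mice and 0.05 between genotypes (both no longer past it). Reversed were the type 1 median of GRDim on zinc against GRWT on water (-0.05), the glucocorticoid median of that comparison (-0.11), the Paneth median with zinc in GRDim mice (-0.37), Cxcl9 (0.20) and Mtf1 (-0.34) with zinc in GRDim mice, and Mt1 (-0.40) and Slc30a2 (0.06) between genotypes. The IEC label alone gave 10 lower genes with zinc in GRWT mice, 1056 and 3279 with zinc in GRDim mice, 778 and 765, and 692 and 3222, 5721 genes with a zinc effect that depends on genotype, an overlap of 3, a slope of 1.04 and an r of 0.598. Under either label zinc is confounded with muscle content in GRDim mice. The type 1 median reversed with zinc in GRWT mice (-0.02) and was no longer past the threshold in GRDim mice (-0.14), and Mtf1 with zinc in GRWT mice (0.01) and Mt2 between genotypes (1.34) reversed.

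The muscle split as covariate gave 20 and 6, 38 and 53, 532 and 399, and 45 and 21, and reversed Mt1 between genotypes (-0.06). The common dispersion fell from 0.221 to 0.0368, so that smaller changes passed. Without GRWT zinc ileum replicate 3 as well, the dispersion was 0.0145, the counts 18 and 6, 142 and 134, 637 and 566, and 128 and 95, 2 genes had a zinc effect that depends on genotype, the slope was 0.757 and r 0.965. The type 1 median with zinc in GRWT mice (-0.07), the Paneth median with zinc in GRWT mice (0.03) and Mt1 between genotypes (-0.07) reversed. The muscle-rich libraries alone gave 17 and 9, 124 and 89, 825 and 910, and 358 and 382, 42 genes with a zinc effect that depends on genotype, a slope of 0.668 and an r of 0.946. Reversed were the glucocorticoid median of GRDim on zinc against GRWT on water (-0.15), the Paneth median with zinc in GRWT mice (0.01) and Mt2 between genotypes (0.66). The muscle-poor libraries alone gave 5 and 1, 4 higher with zinc in GRDim mice, and 4 and 0 for genotype on water, with 783 genes at an unadjusted p-value under 0.05, and an r of 0.96. The type 1 median was past the threshold with zinc in GRWT mice (0.46) and no longer past it between genotypes (0.00). For GRDim on zinc against GRWT on water, the type 1 (-0.20), type 2 (-0.42), C57BL/6J zinc-raised (0.14) and zinc-lowered (-0.30) medians reversed, as did Mtf1 with zinc in GRWT mice (0.06), and Mt1 (-0.71), Slc30a2 (0.16), Agtpbp1 (0.07) and Mtf1 (-0.02) between genotypes. The reversed medians were past the threshold in their new direction (camera adjusted p from 5.6e-07 to 0.00436). Without the GRWT zinc libraries, the muscle-poor libraries gave 80 and 130 with zinc in GRDim mice, 63 and 70, and 48 and 52. The type 1 median between genotypes was again no longer past the threshold (0.00). For GRDim on zinc against GRWT on water the type 1 (-0.22), type 2 (-0.42), zinc-raised (0.14) and zinc-lowered (-0.30) medians reversed, as did Mt1 (-0.71), Slc30a2 (0.16), Agtpbp1 (0.07) and Mtf1 (-0.02) between genotypes. Here too the reversed medians were past the threshold, and Mt1 was under the adjusted p-value threshold (adjusted p = 0.0261).

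The slope and r were 0.969 and 0.936 over genes called in GRDim mice, 0.9 and 0.93 over genes called in either genotype, and 0.182 and 0.193 over all genes tested. With the muscle split in place of the label, 7 genes had a zinc effect that depends on it. Under fry, the type 2 median with zinc in GRWT mice (-0.54), the type 1 median with zinc in GRDim mice (-0.09) and the type 1 median between genotypes (0.17) were no longer past the threshold, and under an estimated correlation the same 3 were not. DESeq2 size factors and the removal of immunoglobulin and T cell receptor genes moved no count by over 1.5 times.

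In fits that each left out one library of the compared conditions, the ranges were 8 to 16 higher and 1 to 6 lower for zinc in GRWT mice, 4 to 12 and 4 to 6 for zinc in GRDim mice, 31 to 233 and 36 to 189 for genotype on water, and 5 to 12 and 2 to 4 for GRDim on zinc. Libraries outside a comparison moved it too, through the shared fit: without GRWT zinc ileum replicate 3 these last 3 comparisons gave 45 and 31, 239 and 286, and 18 and 6, and without GRWT water ileum replicate 3 zinc in GRDim mice gave 11 and 12. The slope ranged from 0.697 to 0.826 and r from 0.952 to 0.984. Genes with a zinc effect that depends on the label ranged from 1953 to 7567. Those with one that depends on genotype, and the overlap of all 3 comparisons, were 0 in all 22 fits. The type 1 median with zinc in GRWT mice ranged from -0.05, without GRWT zinc ileum replicate 3, to 0.40, without GRWT zinc IEC replicate 5, reversed only in the former, and was past the threshold in 6 of the 10 fits. Reversed in single fits were Mt1 between genotypes (from -0.17 to 0.30 over 11 fits), Mt2 between genotypes (from -0.71 to 0.16), Mtf1 with zinc in GRWT mice (from -0.14 to 0.08), and the Paneth median with zinc in GRWT mice (from -0.34 to 0.03). The values were -0.10, -0.17 and -0.04 for Mt1 without GRWT water IEC replicate 4, IEC replicate 5 and ileum replicate 1. Without GRWT water ileum replicate 2, Mt2 was at 0.16 and Mtf1 at 0.05. Without GRWT water ileum replicate 3, Mtf1 was at 0.04. Mtf1 was at 0.02 without GRWT zinc IEC replicate 5 and at 0.08 without GRWT zinc ileum replicate 1, and the Paneth median was 0.03 without GRWT zinc ileum replicate 3.

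Of the results for single genes and the other lists, 1042 kept their direction and side of the threshold under the alternatives, 81 were weaker, 96 stronger and 36 reversed. In the fits that left out one library, 731 kept both, 52 were weaker, 15 stronger and 9 reversed. The depth of 13.15 to 15.62 M counts limits genes near 0.2 CPM, such as Mt4 on water.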

Other observations

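The tests in this part of adherent microbes and of liver transcripts were chosen only after the result was seen, and those of shared libraries, T cells, chromosome 18 and other splits were written down before. For shared libraries, the planned form crossed the tissue labels, and the form crossing the sides of the muscle split was added after the planned one had been seen. For liver transcripts, the measure given below replaced a rank correlation with Alb after that correlation had been seen.

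Genes lowered by zinc in GRDim mice were mostly higher in these mice on water. A shared set of GRDim water libraries may produce such a pattern by itself. With the genotype comparison from the muscle-rich and the zinc comparison from the muscle-poor libraries without the GRWT zinc ones, no library is shared, and 99 genes remained in common against 5.87 expected. That argues against the shared libraries as the whole cause. Mice that gave libraries to both sides are not excluded, since no label names the mouse. The planned form, which crossed the tissue labels, gave 0 shared genes with 0 and 0.097 expected. It decides nothing, because under the ileum label 0 genes were called higher in GRDim mice and only 2 lower with zinc. The labels also mix zinc with muscle content in GRDim mice.

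The decrease of interferon transcripts with zinc may come from fewer intraepithelial T cells. In the fit with the muscle split and without GRWT zinc ileum replicate 3, T cell markers fell by a median of 0.58 in GRDim mice on zinc and the type 2 interferon list by 0.72. After adjustment for the T cell marker score, the median of the list was -0.0503, with 1 gene shared by both lists. In GRWT mice, where T cell markers changed by -0.45, it went from -0.56 to -0.13, and between genotypes on water from 1.3 to 0.112. The values are consistent with fewer T cells, yet interferon that acts on T cells and epithelium together would give them too, and adjustment for a correlated score removes either. Camera still called the list after adjustment in GRDim mice (adjusted p = 0.00142 over 9 tests), in GRWT mice (adjusted p = 0.000117) and between genotypes (adjusted p = 0.0063), at the medians given, and fry was not run on the adjusted fit, so that a part beyond T cell content stays open.

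A stronger response to microbes that adhere to the epithelium is a candidate explanation for the raised interferon transcripts of GRDim mice on water. The list for such a response, which shares 0 genes with the interferon lists, had a median of 1.58 between the genotypes in the fit with the muscle split and without GRWT zinc ileum replicate 3, and of -0.84 with zinc in GRDim mice and -0.52 with zinc in GRWT mice. Between genotypes it was 2.28 in the muscle-rich (fry adjusted p = 1.1e-05) and 0.74 in the muscle-poor libraries (fry adjusted p = 0.11). With zinc in GRDim mice it was -1.01 (fry adjusted p = 0.00487) and -1.03 (fry adjusted p = 0.0176). The list was fixed beforehand, but no microbial measure is in the counts, so that the source of the response is untested. Il17a was at or below the floor in all GRWT water libraries, and its mean in GRDim mice on water was at least 5.36-fold above the floor, although 1 of these 6 libraries, unnumbered library b, held only 1 count.

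A strain segment flanking Nr3c1 could differ between the genotypes. Of the 217 genes called between genotypes on water, 0.922% lay within 20 Mb of Nr3c1, 2 genes (odds ratio 0.721, Fisher's exact test, two-sided, p = 1). A linked segment is thus not a sufficient cause of these differences.

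Transcripts of liver cells were present in some muscle-rich libraries. Alb reached 142 normalised CPM in GRDim zinc ileum replicate 1, 61.2 in GRDim zinc ileum replicate 2 and 45.8 in GRDim water IEC replicate 4, and at most 0.852 in any muscle-poor library. Of 8 other liver transcripts, 7 were highest in the same library as Alb, and the exception, Ambp, was highest in GRWT zinc ileum replicate 3. Contamination with liver tissue is a candidate explanation, although the liver transcripts rest on few libraries. Ttr, on this list, was among the genes called higher in GRDim mice on zinc than in GRWT mice on water.

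Other splits of the libraries were fitted in the same way, 100 per comparison with the real one included. For zinc in GRWT mice, 5 of the 100 splits gave as many genes as the 13 called with the tissue label. The largest number, 104, came from a split that set 5 muscle-rich libraries on one side and 1 on the other, so that it follows the muscle split. When that split was the covariate, 26 genes were called, and 2 of the 100 splits gave as many, the other one 257. For zinc in GRDim mice, 1 of the 100 splits, the real one, gave as many genes as 12, and 1 gave as many as 91 with the muscle split. For genotype on water the real split alone gave as many, 1 of 100 with the label (217 genes) and 1 of 100 with the muscle split (931 genes). For GRDim mice on zinc against GRWT mice on water, 2 of the 100 splits gave as many as 13 genes. The other one, with 272 genes, set 1 muscle-rich library on one side and 5 on the other. When the muscle split was the covariate, only the real split, 1 of 100, gave as many as 66. For the interaction of zinc and genotype, where 0 genes passed and 477 had an unadjusted p-value under 0.05, all 100 splits gave as many, as they must when the count is 0, so that this decides nothing.

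In edgeR with the tissue label, 11 genes were higher and 2 lower with zinc in GRWT mice. Both counts are lower than those quoted from the study above. In GRDim mice, 7 were higher and 5 lower. These are lower than the values quoted from the study above. With the muscle split and without GRWT zinc ileum replicate 3, 142 were higher and 134 lower in GRDim mice. Both are higher than the counts of induced and reduced transcripts quoted from the study above. The number of lower genes is smaller than the total of lowered transcripts that the study used for its overlap. The same fit gave 18 and 6 in GRWT mice, lower than those quoted. DESeq2, which the study used, gave 34 and 10 in GRWT mice and 32 and 37 in GRDim mice with the tissue label. With the muscle split, DESeq2 gave 131 and 23 in GRWT mice and 82 and 93 in GRDim mice. Both DESeq2 fits kept GRWT zinc ileum replicate 3, which may add genes of that library alone to the GRWT counts. All these DESeq2 counts are lower than those quoted. Of the genes lower with zinc in GRDim mice, 4 of 5 (80%) were higher in these mice on water with the tissue label, and 45 of 53 (84.9%) with the muscle split. Once GRWT zinc ileum replicate 3 was also left out, this held for 106 of 134 (79.1%). In the muscle-rich libraries it held for 82 of 89 (92.1%). The numbers of genes are lower than the one quoted from the study above, while the shares lie on either side of the one its numbers give. Genes higher in GRDim mice on water and lower with zinc in both genotypes numbered 0 in edgeR with the tissue label and with the muscle split. DESeq2 gave 1 with the tissue label and 3 with the muscle split, and edgeR under the IEC label alone gave 3. Each of these is lower than the core quoted from the study above.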
